A study of Mus musculus with 4 samples.

How the data were processed

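Single-cell RNA was measured in mouse popliteal vessels by a droplet method that tags each RNA molecule with a unique molecular identifier (UMI). The strain joins a Cre recombinase at the Wt1 locus to a tdTomato reporter, per the labels' protocols, so that tdTomato transcripts mark cells with present or past Wt1 activity. Of the libraries, 2 held popliteal lymphatic vessels (PLV), and each came from a separate pool of 2 mice. A further library, made from 1 pool of 2 mice, held PLV cells and cells labelled BV together, each stained with its own hashtag antibody before mixing, and is called the mixed library. The series text names the vein as the other vessel isolated. Per the labels' protocols the mixed library was digested for longer and without the DNase and Liberase used for the PLV libraries, so vessel, digestion, run and mice differ together between the kinds of library.

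The deposited values were UMI counts per gene and barcode, not normalised. Per the file headers they came from Cell Ranger, and the version differed between the PLV files and the mixed file. The aligner settings and the genome build are not given in the sources used here, and no coordinates were used. The deposited PLV matrices were already filtered to 2649 barcodes in replicate 1 and 730 in replicate 2. The deposited mixed matrix held all 896360 barcodes, with the hashtag UMI counts as 2 features named CMO1 and CMO2. A deposited note pairs each antibody with a vessel but does not pair the antibodies with the names CMO1 and CMO2, so the files alone do not say which tag marks which vessel.

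Barcodes were kept with at least 500 UMIs, at least 300 genes, at most 15% mitochondrial UMIs and at most 20% haemoglobin UMIs. The haemoglobin limit was set after the data were seen and removed 27 barcodes from PLV replicate 1, 1 from PLV replicate 2 and 8 from the mixed library. Doublets predicted by scrublet were left out (10, 3 and 3 barcodes). Few doublets were marked, and undetected ones remain possible. Each library was clustered alone with scanpy 1.11.5 (2000 variable genes, 50 principal components, 15 neighbours, Leiden resolution 1 from leidenalg 0.10.2). The number of components and the Leiden implementation were also chosen after a first clustering had merged blood endothelial cells with keratinocytes. The genes of the fixed lists, tdTomato, sex-limited genes and haemoglobin genes were kept out of the clustering. Clusters were called "X-like" from markers fixed before the data were examined, where at least 3 markers were 2-fold above the other cells (20 CPM added) and the 10 leading genes did not favour another class. Clusters led by platelet genes stayed unnamed, and erythroid markers were left out of the naming; both exceptions were made after clusters were seen. An unnamed cluster of 131 cells in PLV replicate 1 had muscle markers but was led by pericyte genes.

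Hashtags were assigned with HTODemux in Seurat 5.3.0 at a quantile of 0.99, with MULTIseqDemux and a rule of at least 10 UMIs and 5 times the other tag as checks. Near-empty droplets, with fewer than 20 gene UMIs and at least 100 tag UMIs, gave the tag background. Because the tags did not separate the cells, the planned PLV versus BV comparisons could not be made, and the mixed library was treated as 1 sample of both vessels.

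UMIs were summed per library and class. Sums were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr) and Benjamini-Hochberg adjustment at 0.05, with DESeq2 1.42.0 as the alternative tool. The SE of an edgeR log2 value was derived as its absolute value divided by the square root of the test's F statistic. Muscle-like and fibroblast-like sums of the 2 PLV libraries were compared with the library as a block; the plan also had the PLV part of the mixed library, which was not usable. PLV sums were compared with the mixed sum per class, a comparison added after the tags failed, in which the lone mixed sample is assumed to vary like the PLV samples. On simulated counts with 200 genes changed 4-fold, the test recovered 69.0% of them for muscle-like against fibroblast-like sums (9476 genes, 0.7% false calls), 71.5% for PLV against the mixed library (9806 genes, 3.4% false calls) and 88.5% for kinds of muscle-like clusters (7532 genes, 0.6% false calls). The simulated counts had a dispersion of 0.05 in every sum, against a common dispersion of 0.027 estimated in the data for the first 2 comparisons. The simulated false calls therefore assume, and cannot test, that the lone mixed sample varies like the PLV samples. Summed profiles were compared by Spearman's correlation across genes with at least 10 CPM in either sum. List medians of log2 ratios (1 CPM added) were placed among 10000 random lists matched on expression. In a simulation over 32286 genes, 20 of 20 lists shifted 2-fold lay above the 97.5th percentile, as did 1 of 20 unshifted lists.

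Intervals are 95% exact Poisson intervals for CPM and Clopper-Pearson intervals for shares, and cover counting error only. For shares of cells with a UMI, cells were also thinned to 1500 UMIs each. The fixed lists held 18 genes of embryonic origin, 30 of striated muscle and 28 ion channels or junction proteins. Genes were named if they were in a fixed list with at least 10 UMIs and passed the edgeR threshold, plus Wt1 and tdTomato; the part of the rule that ranks PLV to BV ratios could not be applied. Some genes that the rule names are not reported here. Other genes named below were chosen after their values were seen. Alternatives were DESeq2, relative log expression factors, no filter on low counts, no library block, stricter cell filters, doublets kept, and Leiden resolutions 0.5 and 2.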

Results

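The series title names the origins of lymphatic muscle cells and their likeness to venous smooth muscle. The data to address these were 2 PLV libraries and 1 mixed library of PLV and BV cells. After filtering, PLV replicate 1 held 1909 cells with 9577642 UMIs (median 3372 per cell), PLV replicate 2 held 516 cells with 3390010 UMIs (median 4887 per cell) and the mixed library held 994 cells with 7770796 UMIs (median 6162 per cell). In each library many barcodes with fewer than 300 genes were mostly haemoglobin RNA: 632 of 676 in PLV replicate 1, 176 of 205 in PLV replicate 2 and 217 of 295 in the mixed library.

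The first question was which cells of the mixed library came from each vessel. The hashtag counts did not separate them. The 67831 near-empty droplets, chosen with at least 100 tag UMIs, had a median of 362 CMO1 and 91 CMO2 UMIs, and the 891 kept cells with as many tag UMIs had 323 and 81. CMO1 made up a median of 79.8% of the tag UMIs in these droplets and 79.7% in these cells. Kept cells held 1.19% of all CMO1 UMIs and 1.04% of all CMO2 UMIs. HTODemux assigned 21 cells to CMO1 alone and 33 to CMO2 alone, and called 742 positive for both and 198 for neither. Among 327 muscle-like cells, 3 were assigned to CMO1 alone and 1 to CMO2 alone. The ratio rule assigned 174 cells (17.5%) to CMO1 and 0 to CMO2. Among barcodes with at least 100 tag UMIs, 11.3% of kept cells and 5.02% of near-empty droplets passed it for CMO1. For their number of tag UMIs, more CMO1 than in all but 0.5% of near-empty droplets was found in 2 of 327 muscle-like cells (0.61%), 14 of 174 blood endothelial-like cells (8.05%) and 10 of 39 unnamed cells (25.6%). Less CMO1 than in all but 0.5% of these droplets was found in 1 of the muscle-like cells (0.31%), 0 of the blood endothelial-like cells and 5 of the unnamed cells (12.8%), and in 11 of all 994 kept cells. MULTIseqDemux called all 994 cells negative. No comparison of PLV with BV cells was therefore made, and no value for BV alone is given.

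**Figure D1:**
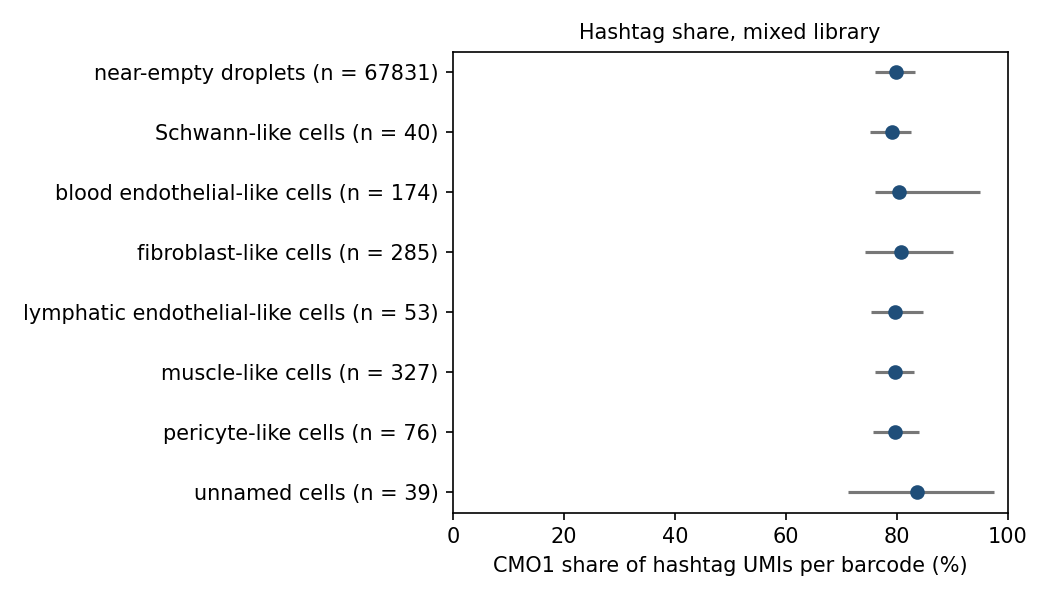
CMO1 share of hashtag UMIs per barcode (%, x axis) in near-empty droplets and in each class of the mixed library (y axis); points are medians and lines run from the 5th to the 95th percentile. Near-empty droplets (median 79.8%) and muscle-like cells (79.8%) coincide.

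The makeup of the PLV libraries, as dissected and digested, was described by the share of kept cells in each class. Muscle-like cells made up 20.3% ± 0.624 (SD, n = 2 libraries) and fibroblast-like cells 18.8% ± 2.14. Blood endothelial-like cells made up 15.8% ± 2.08, Schwann-like cells 11.3% ± 1.23 and pericyte-like cells 4.35% ± 2.07. The PLV libraries thus held more than cells of lymphatic vessels. Whether all PLV muscle-like cells came from the lymphatic vessel wall was not tested. The share of lymphatic endothelial-like cells differed most between the replicates, at 9.64% (interval 8.35 to 11.1) in replicate 1 and 21.3% (17.9 to 25.1) in replicate 2. The mixed library held 32.9% muscle-like cells (30.0 to 35.9) and 5.33% lymphatic endothelial-like cells (4.02 to 6.92), after another digestion. The muscle-like share left out the unnamed cluster of PLV replicate 1 with muscle markers. Requiring 1000 UMIs, with cells clustered and named anew, moved the muscle-like share in PLV to 25.6% ± 3.31, and resolution 0.5 to 22.8% ± 2.86. Muscle-like cells of PLV replicate 1 then numbered 469 and 473, against 379. The SD of 0.624 thus depends on how clusters were named. Macrophage-like cells were named in PLV replicate 1 alone (46 cells) at the Leiden resolution used, and at resolution 2 in PLV replicate 2 too (14 cells, 2.71%); they were not compared.

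The strain was built to follow cells with a history of Wt1 activity. Wt1 itself (ENSMUSG00000016458) had 0 UMIs in kept cells of all 3 libraries, with upper limits of 0.385 CPM in PLV replicate 1, 1.088 CPM in PLV replicate 2 and 0.475 CPM in the mixed library. The reporter tdTomato had 362, 235 and 805 UMIs in kept cells of PLV replicate 1, PLV replicate 2 and the mixed library. In muscle-like cells it reached 39.3 CPM (interval 31.3 to 48.8), 88.6 CPM (68.9 to 112.1) and 129.1 CPM (115.1 to 144.3), in the same order. In lymphatic endothelial-like cells it reached 54.4 (44.9 to 65.4), 83.0 (65.9 to 103.2) and 156.9 CPM (131.1 to 186.3), and in pericyte-like cells 50.7 (24.3 to 93.3), 166.0 (102.8 to 253.8) and 141.9 CPM (109.9 to 180.2). Fibroblast-like cells had 29.4 (22.1 to 38.3), 35.3 (20.2 to 57.4) and 50.2 CPM (41.2 to 60.6). As a background, macrophage-like cells of PLV replicate 1 had 1 tdTomato UMI in 46 cells (6.87 CPM, 0.174 to 38.3), the 6 immune classes of that library together, grouped after their values were seen, had 4 UMIs in 212 cells (6.50 CPM, 1.77 to 16.6), and the 185412 droplets of the mixed library with fewer than 50 gene UMIs, a wider set than the near-empty droplets above, had 59.0 CPM (44.9 to 76.1). Across the 6 classes named in all 3 libraries, the levels differed by an exact permutation test of ranks within libraries (Friedman's statistic, p = 0.000882). The share of cells with a UMI also differed (exact p = 0.0117), but the share after thinning to 1500 UMIs did not (exact p = 0.0905). Thinned, 14 of 355 muscle-like cells (3.94%) had a tdTomato UMI in PLV replicate 1, against 66 of 379 (17.4%) before thinning at a median of 4772 UMIs. In the macrophage-like cells 0 of 37 thinned cells had one (interval up to 9.49%), and in the immune classes together 1 of 159 (0.629%, 0.016 to 3.45), against an interval of 2.17 to 6.53 in muscle-like cells, so the intervals of these shares overlap. Between muscle-like and fibroblast-like cells of the PLV libraries, the log2 difference of 0.64 (SE 0.28) did not pass the threshold (edgeR, adjusted p = 0.108). It passed at Leiden resolution 0.5 (log2 0.78, edgeR adjusted p = 0.0114) and with the mixed library as a further block (log2 0.83, edgeR adjusted p = 0.0365), and not with DESeq2 (adjusted p = 0.777).

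**Figure D2:**
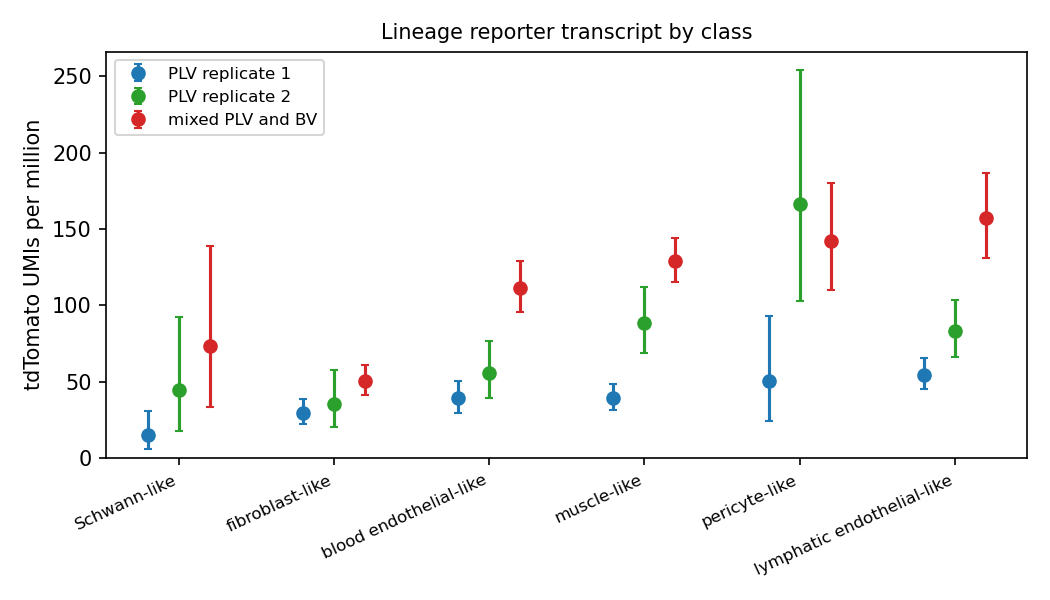
tdTomato level (CPM, y axis) in 6 classes (x axis) of the 3 libraries; points are class sums and bars are 95% exact Poisson intervals. Fibroblast-like cells lie below lymphatic endothelial-like cells in each library (29.4 against 54.4 CPM in PLV replicate 1).

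The next comparison asked which genes of the fixed lists set PLV muscle-like cells apart from PLV fibroblast-like cells. Of 76 listed genes, 39 were tested among 9968 genes, and 34 passed the threshold (edgeR; 35 when adjusted over the list alone). All 34 had the same direction in both PLV libraries. DESeq2 called 17. Of the striated muscle list, 10 of 10 tested genes were higher in muscle-like cells: Actc1, Atp2a2, Casq2, Hrc, Ldb3, Myl4, Pln, Ryr2, Ryr3 and Xirp1. Pln (ENSMUSG00000038583) had 1082 and 378 UMIs in the muscle-like sums of replicates 1 and 2, against 1 and 0 in the fibroblast-like sums. Atp2a2, which both classes expressed, rose by 2.01 on the log2 scale (SE 0.23, edgeR adjusted p = 0.000108). Of the channel list, 17 genes were higher and 3 lower in muscle-like cells among 21 tested. The higher genes included Ano1, Cacna1c, Cacna1g, Cacna1h, Cacna2d1, Cacnb2, Gja4, Gjc1, Itpr1, Kcna2, Kcna5, Kcnma1, Kcnmb1 and Scn3a. Ano1 (ENSMUSG00000031075) differed by a log2 value of 5.93 (SE 0.34, edgeR adjusted p = 1.46e-06), from 2.18 to 172.1 CPM in replicate 1 and from 4.42 to 220.8 CPM in replicate 2. Gja1, Hcn4 and Itpr2 were lower. Of the origin list, 8 of 18 genes were tested; Gli1, Hand2, Osr1 and Tbx18 were lower in muscle-like cells. Osr1 fell by 4.23 on the log2 scale (SE 0.26, edgeR adjusted p = 2.01e-06). Hand2 rested on 3 and 7 UMIs in the muscle-like sums, and its direction changed when the mixed library replaced PLV replicate 1.

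**Figure D3:**
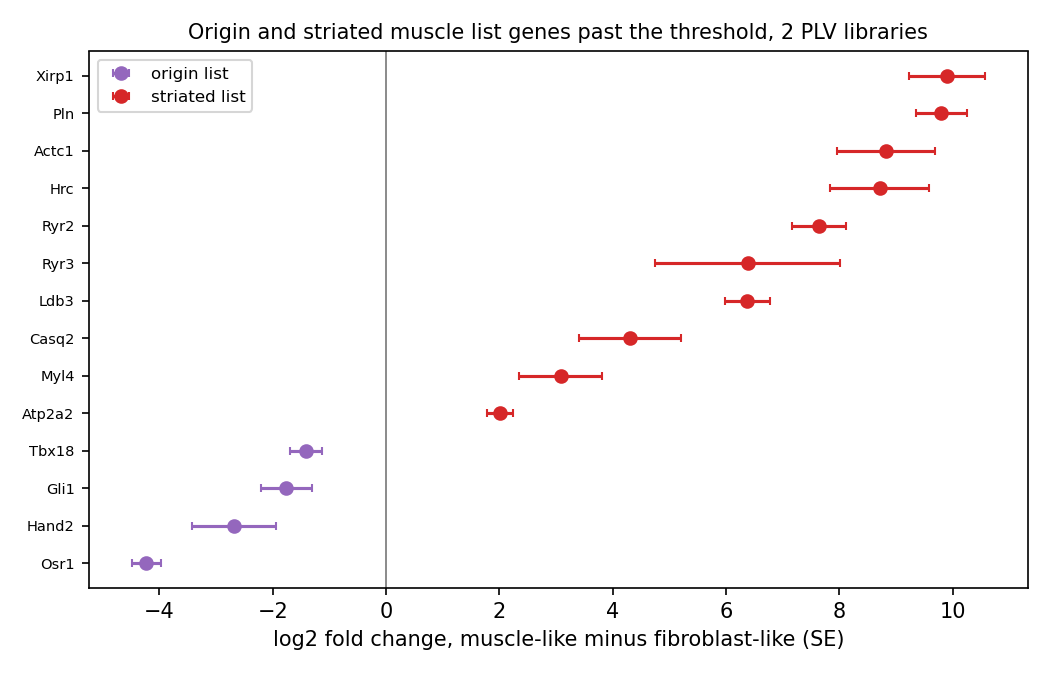
log2 fold change of muscle-like over fibroblast-like sums (x axis) for the genes of the striated muscle and origin lists past the threshold (y axis) in the 2 PLV libraries. Bars are standard errors derived from the F statistic of the edgeR test. The 10 striated muscle genes lie above 0 and the 4 origin genes below. Fitted values of genes with 0 UMIs in one class depend on the model's prior count.

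The likeness of PLV muscle-like cells to other cells was described across genes, which are not independent replicates. Their summed profile correlated at 0.868 (PLV replicate 1) and 0.862 (replicate 2) with the muscle-like cells of the mixed library, and at 0.797 and 0.784 with its pericyte-like cells. The values for blood endothelial-like cells were 0.609 and 0.561, and those for Schwann-like cells 0.434 and 0.418. The muscle-like sums of the 2 PLV replicates correlated at 0.932. Thinning all sums to 1 size narrowed the gap between muscle-like (0.669) and pericyte-like cells (0.640), given as means of both replicates. Since the mixed library holds PLV cells too, none of these values is a likeness to BV.

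In place of the vessel comparison, PLV sums were compared with the mixed sum of each class. In muscle-like cells 895 of 10849 genes passed the threshold (edgeR; 454 higher and 441 lower in the mixed library), and DESeq2 called 162. In fibroblast-like cells 1103 genes passed, in blood endothelial-like cells 510 and in lymphatic endothelial-like cells 201. Of 621 genes called in muscle-like cells and tested in both classes, 78.4% moved the same way in lymphatic endothelial-like cells, against 50.04% if the directions were unrelated, and 73 were called in both. In fibroblast-like cells it was 81.1% of 709 and in blood endothelial-like cells 84.1% of 729. Genes counted as called in both classes also had the same direction in both. The contrast of PLV with the mixed library carries vessel, digestion, run and mice together. The mice differed in sex-limited RNA, as Xist had 6259 and 2099 UMIs in the PLV libraries and 1 UMI in the mixed library. Of the fixed lists, 16 of 43 tested genes passed in muscle-like cells (26 when adjusted over the list alone), 6 higher and 10 lower in the mixed library. DESeq2 called 5 of 44 tested list genes, 0 higher and 5 lower (13 at an unadjusted p under 0.05), so none of the higher genes below. The higher ones were Actc1, Casq2, Hand2, Myl7, Tnnt2 and Trpc6, and the lower ones included Cacna1g, Cacna1h, Gja4, Hrc, Kcna2, Kcna5, Pln and Xirp1. These sums average over muscle-like clusters whose shares differed between the libraries. The median log2 ratio of the channel list, PLV over mixed, was 0.94 for both PLV replicates, at the 100th percentile of matched random lists, while between the PLV replicates it was -0.08 (percentile 5.70). The striated list had medians of -0.14 and -0.28 (percentiles 2.77 and 7.40), and the origin list 0.18 and 0.17 (percentiles 39.1 and 51.9).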

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

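The test of shared direction was chosen after its result was seen, while the test of cluster makeup was chosen before. The interaction fits below had no library block and took the class sums of a library as independent. An interaction term in edgeR called 35 genes for which the difference between the PLV libraries and the mixed library was unlike in muscle-like and fibroblast-like cells (1108 at an unadjusted p under 0.05), and 6 genes between muscle-like and blood endothelial-like cells. DESeq2 called 40, with 23 of the 35 among them, and 10. Against lymphatic endothelial-like cells both tools called 0 genes (784 at an unadjusted p under 0.05 in edgeR and 166 in DESeq2). The mixed arm is 1 library, assumed to vary like the PLV libraries, and the counts moved widely with the processing (34 to 239 against fibroblast-like cells, 0 to 72 against lymphatic endothelial-like cells), so they mark no sharp boundary. Genes counted below as called in both classes also had the same direction in both. Part of the contrast in muscle-like cells was shared by classes. Of its called genes 78.4% moved the same way in lymphatic endothelial-like cells, against 50.04% if the directions were unrelated, and 81.1% did in fibroblast-like and 84.1% in blood endothelial-like cells. In the same order 73 of 621, 199 of 709 and 152 of 729 were called in both classes, the slopes over the called genes were 0.404, 0.549 and 0.426 and the correlations over all tested genes 0.382, 0.426 and 0.444, so how much a difference between whole libraries accounts for was not measured. A difference of equal log size in each class makes no interaction genes by construction, but one of unequal strength, or background RNA, could make them, and neither was tested. Another candidate explanation for these is that the libraries hold different mixtures of muscle-like clusters. With the clusters of kind A alone (described under the other observations) as the muscle-like sums, 0 genes passed in edgeR (662 at an unadjusted p under 0.05), whereas all muscle-like cells thinned to the same depth gave 56 genes, 33 of them among the 35. Kind A was defined by likeness to a PLV cluster, which favours a low count. Whether the mixture itself differs through the vessel, the digestion, the mice, whose sex-limited RNA differed with the library, or chance in dissection stays open, because each of these separates the libraries in the same way.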

How the results depend on the processing

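The planned comparisons of PLV with BV muscle-like, fibroblast-like and macrophage-like cells, and all their alternatives, were not run, as the hashtags did not separate the vessels. The 5-fold tag rule was not run as an alternative for the other results for the same reason. Leaving out a PLV library from the comparison of 2 leaves no residual degrees of freedom. The comparisons of PLV with the mixed library, of tdTomato across classes and of kinds of clusters, the tests of how PLV and mixed libraries differ between classes, and the fits with the mixed library, were added after the data were seen. No paired analysis was possible because the replicate numbers do not pair the PLV libraries with the mixed one. Muscle-like and fibroblast-like sums, and the kinds, were compared within libraries with the library as a block. Without it 34 and 21 list genes were called. The tests of how PLV and mixed libraries differ between classes had no library block. They took the class sums of a library as independent. The cause of the changes below was not tested.

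Of the 34 list genes that differed between muscle-like and fibroblast-like cells, DESeq2 called 17 (origin 1, channel 9). The counts within the origin list were 4 in the 2 PLV libraries and 1 to 2 when the mixed library replaced a replicate, and those within the channel list 13 to 14, against 20. Hand2 then reversed to a log2 value of 0.64 without PLV replicate 1 (edgeR adjusted p = 0.428, against 0.0188). The other named list genes kept their direction under every alternative that tested them.

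The number of genes differing between PLV and the mixed library moved widely. In muscle-like cells it was 895, but 1807 with at least 1000 UMIs, 1441 with doublets kept, 1366 without a filter on low counts and 162 with DESeq2. Keeping 10, 3 and 3 predicted doublets, with cells clustered and named anew, thus moved this count by over 1.5 times. Muscle-like cells of PLV replicate 1 went from 379 to 372, so the move cannot be credited to the doublets alone. The count marks no sharp boundary. Of the fixed lists, DESeq2 called 5 genes there instead of 16, while the other alternatives gave 16 to 24. In fibroblast-like cells DESeq2 called 213 instead of 1103. In lymphatic endothelial-like cells the count of 201 fell to 16 with at least 1000 UMIs, 68 with at most 10% mitochondrial UMIs, 12 at resolution 0.5 and 19 with DESeq2. In blood endothelial-like cells 510 became 106 with at most 10% mitochondrial UMIs, 249 with doublets kept, 148 at resolution 2 and 34 with DESeq2. The 35 genes for which the difference between libraries was unlike in muscle-like and fibroblast-like cells became 63 with at least 1000 UMIs, 239 with at most 10% mitochondrial UMIs, 142 at resolution 0.5 and 196 at resolution 2, and the 6 against blood endothelial-like cells became 16 with at least 1000 UMIs, 56 with at most 10% mitochondrial UMIs, 1 at resolution 2 and 10 with DESeq2. Against lymphatic endothelial-like cells 0 became 3 with at least 1000 UMIs, 72 with at most 10% mitochondrial UMIs and 14 at resolution 0.5.

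The correlation of PLV with mixed muscle-like cells was 0.865 as a mean of both replicates, 0.869 with at least 1000 UMIs, 0.875 at resolution 2, 0.770 with at least 50 CPM and 0.669 thinned. That with pericyte-like cells was 0.790, and 0.716, 0.720, 0.662 and 0.640 in the same order. Muscle-like cells stayed ahead of pericyte-like cells in each. The muscle-like share of 20.3% became 25.6% with at least 1000 UMIs, 19.4% with at most 10% mitochondrial UMIs and 22.8% at resolution 0.5. The fibroblast-like share of 18.8% became 15.2% with at least 1000 UMIs and 15.95% at resolution 2. The pericyte-like share of 4.35% became 2.935% with at least 1000 UMIs, where none was named in PLV replicate 1, and 5.13% at resolution 0.5. The blood endothelial-like share of 15.8% became 13.4% with at most 10% mitochondrial UMIs, 8.62% at resolution 0.5, where none was named in PLV replicate 1, and 12.9% at resolution 2.

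The mean of the channel list's 2 medians, 0.94, became 1.05 with at least 1000 UMIs, 0.91 with at most 10% mitochondrial UMIs, 0.92 with doublets kept, 1.06 at resolution 0.5, 0.96 at resolution 2 and 0.92 with genes of at least 1 UMI. The origin list's 0.17 became 0.11, 0.11, 0.12, 0.12 and 0.10 with at least 1000 UMIs, at most 10% mitochondrial UMIs, resolution 0.5, resolution 2 and genes of at least 1 UMI. The striated list's -0.21 became 0.045 with at least 1000 UMIs and -0.094 with genes of at least 1 UMI, so its sign is not settled. The muscle-like excess of tdTomato over fibroblast-like cells kept its direction under all 10 alternatives and passed the threshold under 3, which were resolution 0.5 and the fits with the mixed library with and without PLV replicate 1. The exact p for tdTomato across classes was 0.000882 for the levels. For the share of cells with a UMI it rose from 0.0117 to 0.0905 in thinned cells, where few UMIs remain. The 28 list genes that differed between kinds of muscle-like clusters became 18 when clusters were split by the sign of the correlation alone, 16 to 25 without a PLV replicate and 28 without the mixed library.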

Other observations

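The kinds of clusters below, the limit that defines them and the tests on them were chosen after the clusters were seen, except the tests of cluster makeup on the channel list and on the differences between classes, which were chosen before their results. No hypothesis here was tested on other samples.

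Muscle-like cells fell into kinds, and kinds A and B below were found in all 3 libraries. Within each library, the fold profile of each muscle-like cluster over the other muscle-like cells was correlated across 3266 genes, without the fixed lists, with that of the cluster of PLV replicate 1 led by Actg2 and Hmcn2. Clusters at 0.3 or above were called kind A, those at -0.3 or below kind B and the rest kind C. The limit of 0.3 was set after the correlations were seen, after a first division by sign had put the clusters at -0.19 and -0.09 into kind B. Kind A made up 43.3% of muscle-like cells in PLV replicate 1, 50.5% in PLV replicate 2 and 68.2% in the mixed library. Kind B made up 56.7%, 49.5% and 8.87%, and kind C 22.9% of the mixed library (75 cells). Each PLV library had 2 muscle-like clusters, whose profiles mirror each other, so the correlations alone cannot show a kind C there.

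Although the fixed lists took no part in the clustering, 28 of 34 tested list genes differed between kinds A and B in sums of the 3 libraries (edgeR with the library as a block; 18 under the division by sign). Ano1 reached 386.2, 502.2 and 297.8 CPM in kind A of PLV replicate 1, PLV replicate 2 and the mixed library, against 5.06, 24.0 and 0 CPM in kind B. Pln went the other way, with 1.08, 0 and 0.741 CPM in kind A against 911.9, 824.4 and 784.5 CPM in kind B. Prrx1 was higher in kind A by a log2 value of 2.22 (SE 0.18, edgeR adjusted p = 4.89e-10). The comparison of muscle-like with fibroblast-like cells therefore averages cells with and without Pln or Ano1. So does that of PLV with mixed muscle-like cells. Of the 10 list genes lower in mixed muscle-like cells, the 8 named above were all higher in kind B than in kind A (edgeR). Kind B was rarer than kind A in the mixed library. The lower genes left unnamed are not covered by this. Within kind B, Xirp1 had 169.6, 161.4 and 180.0 CPM in PLV replicate 1, PLV replicate 2 and the mixed library, while Cacna1g had 75.1, 69.8 and 32.3 CPM. Of the genes named as higher, Myl7 had 0 UMIs in kinds A and B of all 3 libraries and 34 in kind C, and Hand2 and Trpc6 had 53 and 54 UMIs in kind C of the mixed library against 2 and 12 in its kinds A and B together. Actc1, Casq2 and Tnnt2 were higher in kind A than in kind B (edgeR). Under the division by sign Tnnt2 still passed, but Actc1 (edgeR adjusted p = 0.336) and Casq2 (edgeR adjusted p = 0.148) did not. Within kind A of PLV replicate 1, PLV replicate 2 and the mixed library, Tnnt2 had 15.1, 21.8 and 37.8 CPM. In the same order Actc1 had 81.1, 78.0 and 69.6 CPM, and Casq2 46.5, 40.5 and 53.3 CPM. tdTomato went opposite ways, with kind A below kind B in the PLV libraries (32.5 against 44.7 and 68.6 against 102.5 CPM) and above it in the mixed library (148.2 against 101.5 CPM). The fit of all 3 libraries gave a log2 value of -0.32 (edgeR adjusted p = 0.400), and that without the mixed library -0.70 (edgeR adjusted p = 0.062, the lowest of the 5 alternatives; the highest was 0.962). Of the 10 splits of the 6 sums into 3 and 3, only the real one, so 1 of 10, gave as many called list genes in the fit without a block, which is too few splits to exclude chance. No biological explanation of the kinds was tested.

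A different mixture of kinds is a candidate explanation for the channel list being higher in PLV than in mixed muscle-like cells, and the test left it undecided. With kind A alone the list's median lay at percentile 34.98 against PLV replicate 1, within the range of random lists, but at 98.95 for PLV replicate 2. Between the PLV replicates kind A gave -0.28 at percentile 0.02, outside the range of random lists, so the PLV replicates differed from each other too. With kind B alone, where the mixed library held 29 cells, it lay at 98.3 and 97.0. The medians within kinds were 0.153 and 0.512 (A) and 0.725 and 0.669 (B), all above 0 but below the 0.94 of all muscle-like cells. They rest on 15 and 14 list genes (A) and 17 and 17 (B), against 22 and 20 for all muscle-like cells. The medians are thus not of the same genes, and their sizes cannot be compared directly. With medians above 0 within both kinds, the mixture need not be the whole cause, and its part was not measured.

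Kind C was sought in PLV with a score, the number of the 15 genes leading its clusters that had a UMI in a cell thinned to 1500 UMIs. At least 8 genes, the median of kind C, were found in 42 of 74 kind C cells (56.8%), and in 0 of 355 muscle-like cells of PLV replicate 1 (interval up to 1.034%) and 0 of 101 of PLV replicate 2 (up to 3.586%). Nor did any of the other kept cells with that many UMIs pass, 0 of 1167 in PLV replicate 1 (100 of them in the unnamed cluster with muscle markers) and 0 of 300 in PLV replicate 2. Among the kept PLV cells scored, this argues against kind C being missed through the limit on correlations alone. A level of these genes lower throughout PLV would also lower the score. Their median log2 ratio in kind A between the mixed and PLV libraries was -0.02 (-0.024), but they were chosen as higher in kind C than in kind A of the same library, so a difference between whole libraries was not excluded by it. Hspa1a differed in kind A too, by 1.358.

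Doublets were tested with genes not chosen for kind C. The most abundant transcripts of each other class of the mixed library, at least 10-fold above kinds A and B (20 genes per class, 3 for pericyte-like cells), had a median in kind C of at most 0.513% of their level in that class, over the level in kinds A and B, where a doublet with kind A would bring 30.0% to 55.8%. This argues against doublets with another class. Of 17 such transcripts of kind B over kind A, 14 lay under 0.5 times the level that a doublet would bring (57.4%), with a median of 11.7%, and Pln had 0 UMIs in kind C, which argues against doublets of kinds A and B. The clusters of kind C had more UMIs per cell (medians 9733 and 10135) than the other muscle-like clusters of that library, as doublets would. Of 49 fixed list genes, 4 lay above kinds A and B with intervals that did not overlap, and 2 of these, Actc1 and Hand2, above every other class too; Itpr1 and Scn3a lay below kinds A and B. Hand2 had 64.1 CPM, Myl7 41.1 CPM and Trpc6 65.3 CPM in kind C, while kind A of the mixed library had 0, 0 and 8.89 CPM. That kind C may hold muscle of the BV sample is a hypothesis. The tags could not test it, and the digestion and the mice differ with the library too. Kind C was not sought under other resolutions.

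The libraries also differed in sex-limited genes. Xist had 653.5 and 619.2 CPM in PLV replicates 1 and 2 and 1 UMI in the mixed library, whereas Ddx3y had 0 UMIs in both PLV libraries and 95.1 CPM in the mixed library. In the mixed library, fibroblast-like droplets held a median of 196 hashtag UMIs and muscle-like droplets 432. These are values with no tested explanation.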
